A study of Mus musculus with 6 samples.

How the data were processed

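The data came from droplet-based single-cell RNA sequencing of material labelled with the YUMM2.1 mouse melanoma cell line as its source. Cells were captured with the 10x Genomics Chromium 3' chemistry (version 3.1), which reads the 3' end of polyadenylated transcripts and tags each molecule with a unique molecular identifier (UMI). Before pooling, cells had been marked with hashtag antibodies, whose oligonucleotide barcodes are counted beside the transcripts and tell the pooled replicates apart. The 6 samples formed 3 groups (Empty vector, Bmal1 WT and Bmal1 bHLH), each with a gene expression part and an antibody part, and the labels listed 3 hashtagged replicates per group.

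The authors deposited raw UMI counts per feature and cell barcode, made with Cell Ranger 6.1.2 and filtered by it to barcodes called as cells. Each matrix held 31053 genes and 3 hashtags, and the counts were not normalized. The aligner settings, genome build, annotation and use of strand were not given in the sources used here. Of the 31053 gene identifiers, 31011 were found in GENCODE M21 (GRCm38), and gene positions below are 1-based coordinates from that annotation.

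The matrix, feature and barcode parts deposited for Bmal1 bHLH were identical to those for Bmal1 WT in 3 of 3 cases. Their feature table listed 3 of 3 hashtags that the labels give to Bmal1 WT, and 1 of 3 that they give to Bmal1 bHLH. They were treated as a second copy of the Bmal1 WT library and counted once. A Bmal1 bHLH library was not analysed here, and the comparisons with that group planned beforehand have no value.

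The following choices were made before the data were examined: the tests, the filters on cells and genes, the marker genes, the 5 gene lists, the rule for naming genes, and most of the alternatives. Barcodes were kept as cells with at least 200 detected genes and at most 20% of UMIs from the 13 mitochondrial genes. Cells were assigned to hashtags per library with a 2-component Gaussian mixture on the log of 1 plus the hashtag count (scikit-learn 1.9.0), which set a minimum count between 17 (Bmal1 WT h5) and 162 (Bmal1 WT h3). A cell above the minimum of exactly 1 hashtag entered that replicate, and the rest entered no replicate. The mixture was chosen after the hashtag counts had been seen.

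Cells of both libraries were clustered together in scanpy 1.11.5 on Python 3.11.15. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes across libraries were reduced to 30 principal components, and a graph of 15 neighbours was partitioned by the Leiden algorithm (igraph 0.11.9) at resolution 1. No batch correction was applied. A cluster took the name of the marker class with the largest share of its genes over 2-fold higher than in all other cells, with at least 3 such markers, each with at least 20 UMIs. The top 10 genes of a cluster by fold were taken among genes with at least 20 UMIs and 50 CPM (the UMI count scaled to a common total), with 5 CPM added to both sides. A cluster stayed unnamed when another class had more markers in that top 10, or when its median depth was under 0.333 of its library's median and its top 10 held no marker of its class. Further conditions were set after the clusters had been seen. Clusters 6 (252 Empty vector and 122 Bmal1 WT cells) and 21 (101 and 27 cells) were left unnamed because the first marker in their top 10 belonged to another class. Cluster 11 (291 and 49 cells), with markers of T cells, was left unnamed because immunoglobulin genes led it. Unnamed clusters with mostly immune markers still counted as immune unless their top 10 held more markers of a class outside immune than of immune classes. That last condition kept cluster 1 (275 and 107 cells), with 8 of 9 NK cell markers and Pecam1 in its top 10, out of the immune share.

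Doublets were kept. Scrublet, run per library with an expected rate of 5%, called 9 of 3978 cells (0.226%) and 4 of 2386 cells (0.168%), among them 4 of 365 and 2 of 100 cells with several hashtags, so it did not work on these libraries. Leaving out the highest 5% of Scrublet scores was added as an alternative. Of the cells kept by the filter, it left out 173 of 3978 and 110 of 2386. These took in 46 of those 365 cells and 4 of those 100. Cells with several hashtags entered no replicate.

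Cells were not used as replicates. UMIs were summed per hashtag replicate, in melanoma-like cells and in all cells, and genes with at least 100 UMIs over the 6 replicates were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), scaled by total UMIs, with no covariate and with Benjamini-Hochberg adjustment at 0.05. The standard error (SE) of a log2 fold change was taken as its size divided by the square root of the F statistic. Gene lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1, and each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression. The step was tested on simulated data with 200 changed genes per comparison. It recovered 84% of them among 8850 genes for melanoma-like cells (71% at a log2 change of 1.5 and 97% at 3) and called 6 unchanged genes. Among 12034 genes for all cells it recovered 84.5% and called 10 unchanged genes. The simulation drew independent counts, gave each gene the dispersion of the fitted trend, and held no difference between libraries.

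Shares of cells were given per library with exact Clopper-Pearson 95% intervals, and differences between 2 shares with Newcombe's interval. UMI sums had exact Poisson intervals. These intervals cover counting error only. Over hashtag replicates, means ± SD were compared with a two-sided exact permutation test, whose smallest p for 3 against 3 is 0.10. Shares of cells with a UMI of a gene were also computed after thinning each cell to 2000 or 5000 UMIs, leaving out shallower cells.

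Each group was 1 library from 1 droplet channel, so the group and the channel cannot be told apart. The spread between hashtag replicates holds the variation among the 3 replicates marked before pooling and none between channels, which makes the tests across them too confident for a difference between the conditions. The labels called the 3 hashtagged parts of a group replicates and gave each a name, but did not say what each was taken from.

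The text names Arntl (the gene of Bmal1) first, then members of lists for the clock, the melanocytic and the mesenchymal state, antigen presentation and hypoxia (70 genes), then the 5 genes with the largest rise and the 5 with the largest fall past the threshold with no overlap between groups. That last part named no gene. Which list members are given with values was chosen after their values were seen, as were Fibin, Pclaf, Hist1h1b and Sapcd1, which lie outside the lists. Some items covered by these rules are not reported here.

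The alternatives fixed beforehand were TMM and DESeq2 size factors, DESeq2's Wald test (DESeq2 1.42.0), no filter on cells, a filter at 1000 genes and 10% mitochondrial UMIs, gene filters at 20 UMIs or none, leaving out Scrublet's doublets, the mean of each cell's CPM (limma on log2 of the mean plus 1), all cells in place of the class, each replicate left out, Leiden resolutions 0.5 and 2, and cells with a Ptprc UMI as immune. Alternatives chosen after seeing the data included the highest Scrublet scores left out, cells with several hashtags left out, and clustering without marker and list genes. Also chosen then were hashtags by the highest centred log count with a margin of at least 1, and melanoma-like cells with or without a hashtag. Others were immune clusters without the condition on the top 10 genes, and unnamed clusters counted with a class. For the latter, clusters 3 and 21 were counted as dendritic-cell-like and cluster 11 as T-cell-like, although cluster 21 had 6 of 8 B cell markers raised. The last was leaving out each replicate for single genes, list medians, shares and counts of genes in immune classes. DESeq2's test for single genes, list medians and immune classes was also chosen then.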

Results

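Single-cell transcriptomes were collected from groups of differing Bmal1 status. Bmal1, encoded by Arntl, is a transcription factor of the circadian clock, and YUMM2.1, the cell line named in the labels, is a mouse melanoma line. The labels did not say whether the cells came from culture or from tissue. Immune clusters held 83.7% of Empty vector and 60.4% of Bmal1 WT cells, and fibroblast-like clusters were present in both libraries. These values argue against a culture of the melanoma line alone. The Empty vector library held 4147 cell barcodes and 34232927 gene UMIs, and the Bmal1 WT library held 2785 barcodes and 39561569 UMIs. After the cell filter, 3978 Empty vector cells (median 5094 UMIs) and 2386 Bmal1 WT cells (median 7570.5 UMIs) remained. The filter removed 4.08% of Empty vector barcodes (Clopper-Pearson 95% interval 3.49 to 4.72) and 14.3% of Bmal1 WT barcodes (13.0 to 15.7). Of the cells kept, 3201 Empty vector and 1622 Bmal1 WT cells carried exactly 1 hashtag. No hashtag was called on 10.4% of Empty vector cells (9.43 to 11.3) and 27.8% of Bmal1 WT cells (26.0 to 29.7), and several were called on 9.18% and 4.19%. The replicates of the Empty vector group were hashtags h1, h7 and h8 with 1398, 697 and 1106 cells, and those of Bmal1 WT were h3, h5 and h9 with 800, 495 and 327 cells. Their summed UMIs ranged from 4669169 (Bmal1 WT h9) to 11851587 (Empty vector h1). The replicates of a group shared 1 droplet channel, so their spread holds no variation between channels, and the group and the channel cannot be told apart in any comparison below. The parts deposited for Bmal1 bHLH were identical to those of Bmal1 WT, and that group was not analysed here.

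Clustering of the 6364 cells gave 23 clusters, of which 16 could be named from the marker genes. Clusters 0, 2, 8 and 12 were T-cell-like, clusters 7, 14 and 22 NK-cell-like, and clusters 4 and 5 macrophage- or monocyte-like. Cluster 4 was led by the heat-shock genes Hspa1a and Hspa1b. Clusters 13, 15 and 17 were dendritic-cell-like, led by Ccl22 with Fscn1 and Ccr7, by Siglech, and by Xcr1 with Clec9a. Cluster 19 was mast-cell- or basophil-like, and clusters 9 and 10 were fibroblast-like. Cluster 16 was melanoma-like, with Sox10, Erbb3, S100b and Mcam detected above the other cells, and held 106 Empty vector and 326 Bmal1 WT cells with a median of 38172.5 UMIs. Of the markers of melanoma, the pigment genes Mlana, Pmel, Dct, Tyrp1 and Tyr were not among those raised in it. Clusters 3, 6, 11 and 21 had immune markers but no name, and clusters 1, 18 and 20 were neither named nor counted as immune. No annotation of cell types by the authors was used here, so the names rest on these clusters.

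The share of immune cells addressed the question of immunity that the series title raises. It was 83.7% of Empty vector cells (82.6 to 84.9) and 60.4% of Bmal1 WT cells (58.4 to 62.4), per library and over cells with and without a hashtag. Among cells with 1 hashtag, the immune share was 89.1% ± 2.02 (SD, n = 3) in Empty vector and 79.9% ± 4.70 (n = 3) in Bmal1 WT. The difference of means was -9.23 percentage points, every Bmal1 WT replicate lay below every Empty vector replicate, and the two-sided exact permutation p was 0.10, the smallest that 3 against 3 allows (0.18 after Benjamini-Hochberg adjustment over 9 comparisons of shares). With hashtags assigned by the highest centred log count, an alternative chosen after seeing the data, the replicates of the groups overlapped and the exact permutation p was 0.20. The alternative that moved the Bmal1 WT share most was the stricter cell filter, under which 92.2% of Empty vector and 68.3% of Bmal1 WT cells were immune. When cluster 1, with NK cell markers, was counted as immune, the shares were 90.6% and 64.9%.

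Melanoma-like cells made up 2.66% of Empty vector cells (2.19 to 3.21) and 13.7% of Bmal1 WT cells (12.3 to 15.1). Over replicates the share was 1.60% ± 0.946 (SD, n = 3) and 9.42% ± 6.45 (n = 3), without overlap (exact permutation p = 0.10, adjusted 0.18). The difference of 7.81 percentage points fell to 4.34 without Bmal1 WT h5, in which 16.4% of cells were melanoma-like. The class rested on few cells with a hashtag, namely 34 in Empty vector h1, 4 in h7 and 20 in h8, and 29 in Bmal1 WT h3, 81 in h5 and 27 in h9. Because Sox10 and Erbb3, which name the cluster, themselves differed between groups, the cells were also clustered without marker and list genes. The melanoma-like share was then 5.78% and 26.4%, since a cluster nearly without mitochondrial UMIs also took the name. Fibroblast-like cells were 3.59% (3.04 to 4.22) and 8.68% (7.58 to 9.88) of the libraries, and 1.04% ± 0.216 and 2.87% ± 1.27 over replicates (n = 3 each, exact permutation p = 0.10), but overlapped with hashtags by centred log count (exact permutation p = 0.60).

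Within immune cells, dendritic-cell-like cells were 8.08% ± 0.284 (SD, n = 3) in Empty vector and 16.5% ± 1.70 (n = 3) in Bmal1 WT, without overlap (exact permutation p = 0.10, adjusted 0.18). The size of this difference depended on the naming of clusters. Unnamed cluster 3 had 3 of 9 dendritic cell markers raised. Unnamed cluster 21 was led by the dendritic cell marker Cd209a but had 6 of 8 B cell markers raised. An alternative chosen after seeing the data counted both as dendritic-cell-like. The shares were then 15.1% ± 1.95 and 21.5% ± 1.09 (exact permutation p = 0.10). Clusters 13, 15 and 17 held 172, 47 and 68 of these cells in Empty vector and 114, 9 and 115 in Bmal1 WT, so cluster 13 held most of the class in Empty vector and no cluster did in Bmal1 WT. Cluster 17, with Xcr1 and Clec9a, rose from 1.499% ± 0.632 to 8.26% ± 2.55 of immune cells (n = 3 each, exact permutation p = 0.10, adjusted 0.283 over 17 clusters). It was 2.04% (1.59 to 2.58) and 7.98% (6.63 to 9.50) of all immune cells of the libraries. Clusters 7, 11, 13, 15 and 21 also had no overlap between replicates, at the same exact permutation p. Cluster 13 rose from 4.96% to 7.67% of immune cells. Cluster 7 fell from 21.6% to 15.7%, cluster 11 from 9.88% to 3.42%, cluster 15 from 1.62% to 0.60% and cluster 21 from 3.02% to 1.61%. Macrophage- or monocyte-like cells were 14.5% ± 4.39 and 20.9% ± 0.723 of immune cells (n = 3 each, exact permutation p = 0.10, adjusted 0.18), but their replicates overlapped with no cell filter, the stricter one and clustering without marker genes (exact permutation p = 0.20 each) and at resolution 2 (p = 0.40, exact permutation). Their difference of 6.35 percentage points fell to 3.87 without Empty vector h7. T-cell-like cells were 27.7% ± 2.87 and 24.8% ± 1.956 (exact permutation p = 0.20), NK-cell-like cells 25.3% ± 4.52 and 20.8% ± 2.703 (p = 0.30, exact permutation), and mast-cell- or basophil-like cells 0.486% ± 0.151 and 0.306% ± 0.410 (p = 0.50, exact permutation), and in these 3 classes the replicates overlapped. The T-cell-like replicates did not overlap with no cell filter (35.6% and 26.8%), with clustering without marker genes (25.6% and 20.9%), or with the unnamed cluster 11, which has 9 of 11 T cell markers, counted among them (37.5% and 28.2%, exact permutation p = 0.10 each). No comparison of shares passed 0.05, and the design did not allow it.

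**Figure D1:**
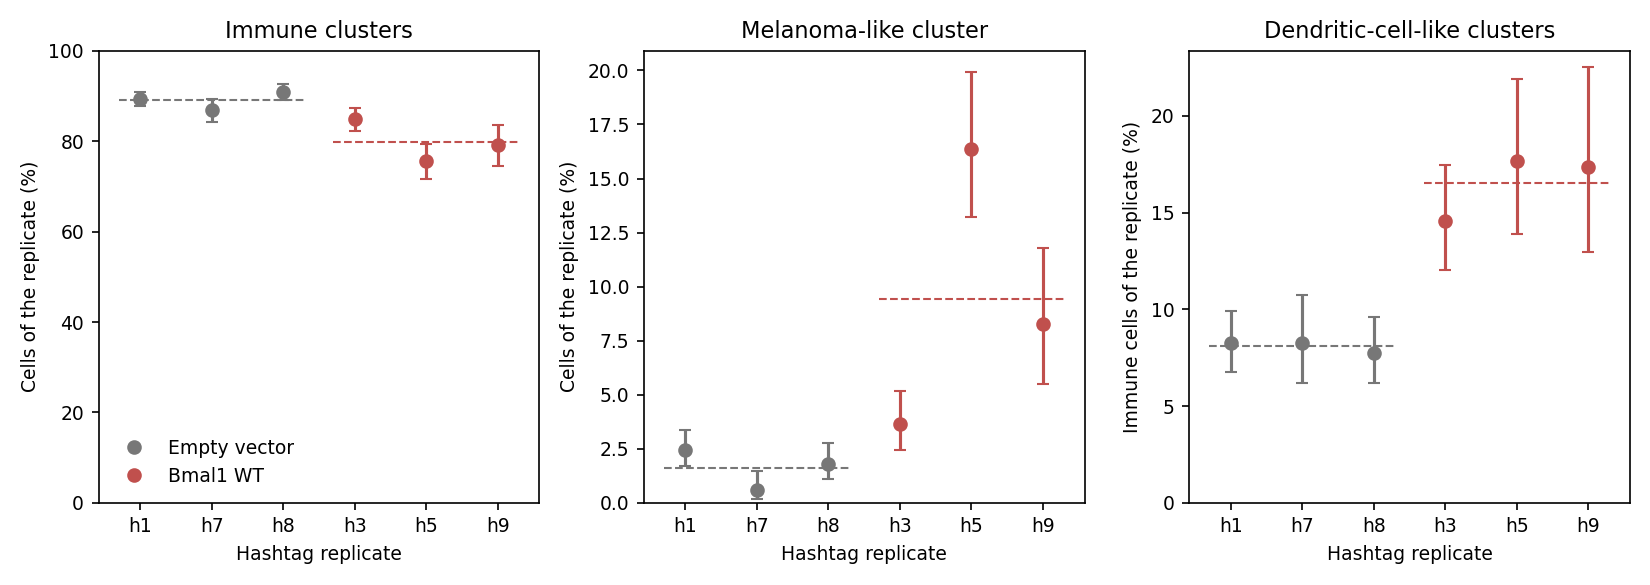
Percentage of cells per hashtag replicate in immune clusters (left), in the melanoma-like cluster (middle) and in dendritic-cell-like clusters as a share of immune cells (right), for Empty vector (grey) and Bmal1 WT (red), with points for replicates, bars for Clopper-Pearson 95% intervals and dashed lines for group means. The group means were 89.1% and 79.9%, 1.60% and 9.42%, and 8.08% and 16.5%, and the points of the 2 groups did not overlap in any panel.

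Arntl (ENSMUSG00000055116; chromosome 7, 113207465 to 113314126, GRCm38) was examined first, since the groups are named for it. Its level in melanoma-like cells was 72.4 CPM ± 33.0 (SD, n = 3) in Empty vector and 57.7 CPM ± 6.14 (n = 3) in Bmal1 WT, with a log2 fold change of -0.03 ± 0.27 (SE, edgeR's quasi-likelihood test, Benjamini-Hochberg adjusted p of about 1). The Empty vector mean was carried by h7, where 7 UMIs in 4 cells gave 110 CPM, and the log2 fold change was 0.11 without it. Over all melanoma-like cells, 352 UMIs gave 60.4 CPM (Poisson 95% interval 54.3 to 67.1) in Empty vector and 1045 UMIs gave 60.2 CPM (56.6 to 63.9) in Bmal1 WT. The log2 ratio was 0.13 (-0.10 to 0.35) in those with 1 hashtag and -0.34 (-0.63 to -0.05) in those with none. In all cells summed, the log2 fold change was 0.42 ± 0.26 (edgeR adjusted p = 0.329), and it was -0.33 when each cell weighed the same. Within melanoma-like cells no difference in Arntl over replicates was detectable at this depth, and the level over all cells also moves with the share of melanoma-like cells. The 3' tags check the labels only if the introduced transcript carries the 3' end of the annotated gene, which is not given in the sources used here. The antisense gene Gm45355, which overlaps Arntl, had 0 UMIs in melanoma-like cells with a hashtag.

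In melanoma-like cells, edgeR called 0 of 8850 genes at an adjusted p of 0.05, with 339 genes at an unadjusted p under 0.05. DESeq2's Wald test called 5 genes on the same counts, edgeR without a filter on genes called 38 of 16880, and edgeR without Bmal1 WT h5 called 1 of 7645. Groups did not overlap for 838 genes (9.47%), against 10% expected by chance for 3 against 3. Among the genes called by DESeq2 were Fibin, Pclaf, Hist1h1b and Sapcd1, named here after their values were seen, and Sapcd1 was also the 1 gene called without Bmal1 WT h5. Fibin had an edgeR log2 fold change of -3.03 ± 0.57, Pclaf 2.23 ± 0.50, Hist1h1b 3.05 ± 0.54 and Sapcd1 3.19 ± 0.89, all over cells with 1 hashtag. Over all melanoma-like cells, hashtag or not, the log2 ratios were smaller, at -1.33 for Fibin (59.9 and 23.8 CPM), 1.52 for Pclaf, 2.43 for Hist1h1b and 1.90 for Sapcd1. Hist1h1b belongs to a histone family whose members can share reads, so its value is uncertain. Pclaf and Sapcd1 overlap Trip4 and Vwa7 on the opposite strand, but Trip4 had a log2 fold change of 0.067 ± 0.32 from 491 UMIs and Vwa7 held 2 UMIs, too little to carry the rises.

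Of the 70 genes in the preset lists, 55 were tested in melanoma-like cells. None passed the threshold over all genes by edgeR, 12 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. Nr1d1 was among these (ENSMUSG00000020889; chromosome 11, 98767932 to 98775333), with 11.5 CPM ± 3.68 (SD, n = 3) in Empty vector and 42.8 CPM ± 14.8 in Bmal1 WT. Its log2 fold change was 2.12 ± 0.40 (SE), higher in 3 of 3 Bmal1 WT replicates than in every Empty vector replicate, with an edgeR adjusted p of 0.951 over all genes and 0.0118 over the list. The Empty vector values rested on 19, 1 and 19 UMIs. Nr1d1 overlaps Thra on the opposite strand, and Thra had a log2 fold change of -0.23 ± 0.28 from 527 UMIs.

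Other clock genes with an unadjusted p under 0.05 in melanoma-like cells were Per1 (log2 fold change 1.11 ± 0.38, edgeR adjusted p of about 1) and Per3 (1.46 ± 0.64, adjusted p of about 1), which overlaps Camta1 on the same strand. In melanoma-like cells with no hashtag, the log2 ratio of Per1 was -0.013 (-0.51 to 0.48, from 39 and 213 UMIs) and that of Per3 1.02 (-0.19 to 2.22, from 6 and 67 UMIs), so the rise of Per1 was seen only in cells with a hashtag. Of the melanocytic list, 3 of 12 genes had enough UMIs. Sox10 had 172 CPM ± 46.8 and 112 CPM ± 19.4 (log2 fold change -0.70 ± 0.25, n = 3 each), and Erbb3 had 100 CPM ± 54.8 and 39.6 CPM ± 11.1 (-1.03 ± 0.38). Both are markers that named the cluster, which limits what their change within it shows. Of the mesenchymal list, Tnc had a log2 fold change of -1.62 ± 0.43 and Sox9 of -0.14 ± 0.55, and of its 14 tested members 7 were higher and 7 lower. Sox9 changed sign when Empty vector h7 was left out (0.30). The adjusted p of each of these genes was about 1 over all genes by edgeR.

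**Figure D2:**
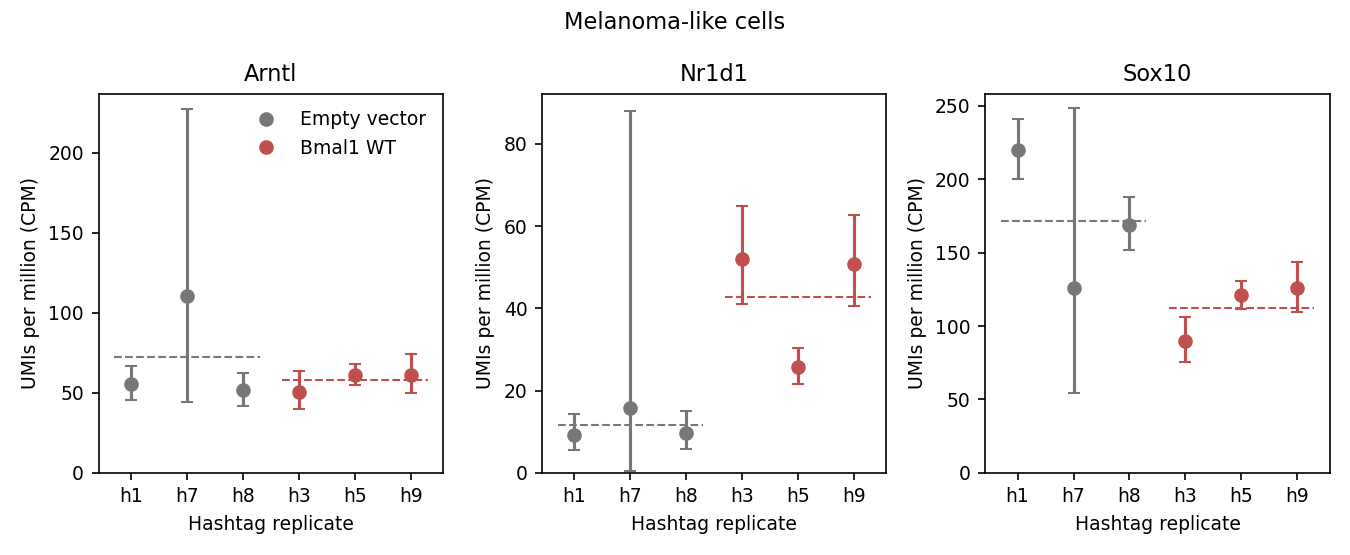
CPM of Arntl, Nr1d1 and Sox10 in melanoma-like cells per hashtag replicate, for Empty vector (grey) and Bmal1 WT (red), with points for replicates, bars for Poisson 95% intervals and dashed lines for group means. Nr1d1 averaged 11.5 and 42.8 CPM, Arntl overlapped between groups, and the wide bars of Empty vector h7 reflect its 4 cells.

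As a set, the clock list had a median log2 ratio of 0.30 in melanoma-like cells (15 genes tested, 10 higher), at the 99.87 percentile of random lists, with a camera adjusted p of 0.00833 and a fry adjusted p of 0.695. The melanocytic list had a median of -0.70 (3 genes, percentile 0.39, camera adjusted p 0.00833, fry adjusted p 0.277). The medians were -0.13 for antigen presentation (12 genes) and -0.18 for hypoxia (11 genes), and neither passed camera or fry. The mesenchymal list had a median of -0.0035 and a mean of 0.31, and camera gave its direction as up (adjusted p 0.667), so median and test differed in sign. Single replicates set that mean and direction, since the mean was -0.12 and the direction down without Bmal1 WT h5, and the direction was also down without Empty vector h8. No list passed fry, which estimates the correlation between genes. Over all melanoma-like cells with or without a hashtag the clock median was 0.015 (8 genes higher, 7 lower) and the antigen presentation median -0.86 (0 of 12 higher). Giving each cell the same weight moved the clock median most, to 1.32, against a shift of 0.34 in the median of all genes.

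In all cells summed, a comparison that includes the mix of cells, edgeR called 0 of 12034 genes, with 2978 at an unadjusted p under 0.05. DESeq2 called 984 genes, limma on the mean of each cell's CPM called 1600, and edgeR without Bmal1 WT h3 called 234. Groups did not overlap for 4118 genes (34.2%, against 10% by chance). The smallest edgeR adjusted p was 0.150. Fits within immune classes were first run for the clock list. In them, edgeR called 48 of 7692 genes in T-cell-like and 8 of 6238 in NK-cell-like cells. It called 0 of 6419 in macrophage- or monocyte-like and 57 of 5823 in dendritic-cell-like cells. The dendritic-cell-like class held clusters 13, 15 and 17 in different proportions in each group, so that mix can enter its 57 genes. The counts per class changed with single replicates. Leaving out 1 gave 0 to 174, 0 to 37, 0 and 0 to 10 genes in the same order, with 0 in 4 of 6 cases for T-cell-like and dendritic-cell-like cells. Of 60 list genes tested, none passed over all genes, 19 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone. These were Nr1d1 (log2 fold change 2.11 ± 0.33, list adjusted p 0.0214 by edgeR) and Bhlhe41 (1.56 ± 0.26, 0.0214). The median log2 ratio was 0.76 for the mesenchymal, -0.47 for the antigen presentation and 0.43 for the hypoxia list, with camera adjusted p of 0.00131, 0.000965 and 0.00376, and none passed fry (adjusted p 0.227, 0.227 and 0.326). With 1 replicate left out, the hypoxia median ranged from 0.22 to 0.71 and lost the camera threshold without Empty vector h7 (camera adjusted p 0.0998) or Bmal1 WT h3 (0.0787). The mesenchymal median ranged from 0.46 to 1.001 and the antigen presentation median from -0.72 to -0.33, and both kept it. The antigen presentation list passed fry without Bmal1 WT h3 (fry adjusted p 0.0284), but without no other replicate. The clock and melanocytic medians of 0.11 and 0.52 did not pass camera.

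Sox10 and Sox9 are usual markers of the melanocytic and of a less differentiated melanoma state, and the series title names plasticity. A Sox10 UMI was found in 71.7% of Empty vector melanoma-like cells (76 of 106, interval 62.1 to 80.0) and 56.4% of Bmal1 WT ones (184 of 326, 50.9 to 61.9). The difference was -15.3 percentage points (-24.7 to -4.64). Immune cells, which should lack the gene, had a Sox10 UMI in 0.450% and 0.833% of cells, at median depths of 4923 and 6638 UMIs against 29659 and 40868 in melanoma-like cells. After thinning to 2000 UMIs, which left out 11 and 25 cells, the shares were 33.7% and 20.3%. A Sox9 UMI was found in 33.0% of Empty vector (24.2 to 42.8) and 47.9% of Bmal1 WT melanoma-like cells (42.3 to 53.4), and in 0.120% and 0.625% of immune cells. Fibroblast-like cells had a Sox9 UMI more often, in 71.3% and 76.3% of cells, at 595 and 485 CPM. Whether their RNA added to the shares in melanoma-like cells was not tested. Thinned to 2000 UMIs, the Sox9 shares of melanoma-like cells were 7.37% and 13.6%, and the interval of their difference held 0 (-1.60 to 11.99). Over the same cells as the shares, the Sox9 level also rose, from 71.6 CPM in Empty vector to 91.6 CPM in Bmal1 WT. Its fold change over replicates, from cells with 1 hashtag only, was slightly negative, so no order was read from the shares. These shares compare 2 libraries and cover counting error only.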

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

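The tests of the mix of clusters behind missing hashtags, of haemoglobin and of clusters 18 and 20 were chosen, or their deciding rule or cells were changed, only after the result was seen, and the limits used to read the Malat1 and correlation tests were set without a fixed rule. Of the 3 results below, the first concerns barcodes left out by the cell filter, the second cells left out of the comparisons over replicates, and the third cells in no named class, and each stood above the level in the Empty vector library. Each compares 1 library with another, so the group, the droplet channel and the handling of the pool cannot be told apart, and an effect of the Bmal1 construct stays open and, unless stated, untested.

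The first was the 14.3% of Bmal1 WT barcodes that failed the cell filter, against 4.08% in Empty vector. Broken cells of the same mix as the cells that passed would carry melanoma marker genes at about the level of those cells. In the failed Bmal1 WT barcodes those genes took 1640 CPM of the nuclear-gene UMIs, against 620 CPM in the cells that passed, a ratio of 2.64, which argues against a loss that took all cells alike. The same ratio was 3.16 in Empty vector, so an excess of melanoma marker RNA among failed barcodes was seen in both libraries. A haemoglobin signal also lay in these barcodes. Free RNA spread over all droplets would give failed and passed barcodes similar numbers, but failed Bmal1 WT barcodes held 13.4 haemoglobin UMIs each against 0.0147 in cells that passed. Of 5339 such UMIs, 5336 lay in 4 barcodes in which haemoglobin made up most of the UMIs, and failed Empty vector barcodes held 0. A candidate source is a few red blood cells in the Bmal1 WT pool, which was not tested further.

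The second was the 27.8% of Bmal1 WT cells with no hashtag (26.0 to 29.7), against 10.4% in Empty vector. Missing hashtags were common in fibroblast-like cells (70.6% in Empty vector and 77.3% in Bmal1 WT) and melanoma-like cells (39.6% and 54.0%). They were also common in clusters 1, 18 and 20 (27.6% and 66.7%, the latter 275 of 412 cells), and less common in immune cells (4.77% and 3.68%). Those 275 were part of the 664 Bmal1 WT cells with no hashtag. The Empty vector rate in each cluster, weighted by the Bmal1 WT mix of clusters, gave 25.3% (23.5 to 27.1). By the rule written beforehand, which set this value against the interval of the observed share alone, the mix was not the whole cause. With the expected share's own interval, added afterwards, the intervals overlap, so a mix of clusters that takes up hashtags less well may account for most of the difference, and a remainder is left open. Either way, cells with a hashtag are not a random sample of the melanoma-like class.

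The third was the 12.8% of Bmal1 WT cells (11.5 to 14.2) in clusters 18 and 20, whose median cell had nearly no mitochondrial UMIs, against 3.09% in Empty vector (2.58 to 3.68). The Malat1, Neat1 and correlation values come from the 335 of their 428 cells with under 1% of mitochondrial UMIs, since a minority had more. Nuclei without cytoplasm would hold more Malat1, a transcript kept in the nucleus, but its level was 0.0413 of that in melanoma-like cells. Droplets of free RNA would resemble the whole library, but across 12329 genes, which are not independent replicates, Spearman's rho was 0.913 with melanoma-like cells and 0.797 with the whole library, a difference of 0.117. Neat1, a second nuclear transcript, was at 0.0215 of its level in melanoma-like cells, which is consistent with pieces of such cells that hold cytosol but neither nucleus nor mitochondria. This test was chosen after Malat1 had been seen to be low, so that reading is a hypothesis. Under it, more melanoma-like cells at the same number of such barcodes for each would give equal ratios, and these were 305 to 326 in Bmal1 WT and 123 to 106 in Empty vector, a quotient of 0.806 (0.592 to 1.10). More such barcodes from each melanoma-like cell, by breakage in that pool or a property of its cells, would need a quotient near 4.21, the excess over all cells, but among cells with under 1% of mitochondrial UMIs it was 0.821 (0.591 to 1.14). The excess therefore followed the larger melanoma-like share, and what raised that share stays open.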

How the results depend on the processing

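Alternatives named here as added were chosen after seeing the data, namely those on Scrublet's highest scores, hashtags by centred log count, clustering without marker and list genes, all melanoma-like cells with or without a hashtag, the immune rule on the top 10 genes, unnamed clusters counted with a class, the alternatives for immune classes, and replicates left out for single genes, lists and shares. Over 42 results and 651 alternatives, 533 were counted as unchanged. Single genes and list medians needed the same sign and, where tested, the same side of the threshold. Counts of genes needed a similar size, and shares of the libraries or their differences a value within the main interval. Shares over replicates were judged by sign alone, so replicates that came to overlap still counted as unchanged. Some alternatives could not differ, such as another clustering for all cells summed. Of the remaining alternatives, 9 lost the threshold, 19 passed it, 47 moved and 43 changed sign. Unless stated, the cause was not tested. No paired analysis was possible because the hashtags of the groups share no number and the replicates carry no label that pairs them.

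Counts of genes depended on the tool and on single replicates. In melanoma-like cells edgeR called 0 genes (339 unadjusted), against 5 by DESeq2 and 38 with no filter on genes, and leaving out 1 replicate gave 0 to 1, the 1 without Bmal1 WT h5. In all cells edgeR called 0 (2978 unadjusted), against 984 by DESeq2 and 1600 by limma on the mean of each cell's CPM, and leaving out 1 replicate gave 0 to 234, the 234 without Bmal1 WT h3. DESeq2 called 163 genes in T-cell-like, 35 in NK-cell-like, 6 in macrophage- or monocyte-like and 198 in dendritic-cell-like cells, against 48, 8, 0 and 57 by edgeR. Simulated changes were recovered at this number of replicates, but the simulated genes held no scatter around the fitted trend of dispersions. That makes them easier to call than real genes, so the simulation cannot decide whether the number of replicates explains a count of 0.

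Arntl in melanoma-like cells (log2 fold change -0.03) changed sign with TMM factors (0.023), DESeq2 size factors (0.017), the highest Scrublet scores left out (0.032), each cell weighing the same (0.30) and all cells in place of the class (0.42), and ranged from -0.20 to 0.11 with 1 replicate left out. In all cells it fell to -0.33 with each cell weighing the same. With all cells in place of the class, where the mix of cells enters the value, Per1 turned to -0.24, Sox10 to 0.76, Erbb3 to 0.52 and Tnc to 0.37. For Sox9 that mix includes fibroblast-like cells, in which its level was higher than in melanoma-like cells. Sox9 turned to 1.04 over all cells, to 0.24 with hashtags by centred log count, to 0.37 with each cell weighing the same and to 0.36 over all melanoma-like cells, and ranged from -0.75 to 0.30 with 1 replicate left out. Nr1d1 in melanoma-like cells kept its sign in 20 of 20 alternatives (1.44 to 2.41, edgeR, DESeq2 or limma adjusted p from 0.0126 to about 1).

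The clock median (0.30) lost the camera threshold with no filter on cells (0.43), clustering without marker genes (0.31), each cell weighing the same (1.32) and all cells (0.11), fell to 0.015 over all melanoma-like cells, turned to -0.13 with hashtags by centred log count, and ranged from 0.17 to 0.84 with 1 replicate left out, losing the threshold without Empty vector h8 or Bmal1 WT h5. The melanocytic median (-0.70) turned to 0.80 with no filter on genes, where genes near 0 UMIs enter, and to 0.52 in all cells. It lost the threshold with each cell weighing the same (-0.42) and ranged from -0.79 to -0.47 with 1 replicate left out, losing it without Empty vector h1 or Bmal1 WT h5. The mesenchymal median, near 0 from the start (-0.0035), turned to 0.089 with TMM and 0.076 with DESeq2 size factors, 0.0049 and 0.0010 with gene filters at 20 UMIs and none, 0.10 with hashtags by centred log count, 0.29 with each cell weighing the same, 0.76 in all cells and 0.12 over all melanoma-like cells, and ranged from -0.25 to 0.16 with 1 replicate left out, passing camera upward without Bmal1 WT h9 (0.028). The antigen presentation median (-0.13) turned to 0.10 with the stricter cell filter and 0.14 with each cell weighing the same (where camera passed downward), passed camera in all cells (-0.47), fell to -0.86 over all melanoma-like cells, and ranged from -0.29 to 0.15 with 1 replicate left out, passing camera without Empty vector h7 (-0.27). The hypoxia median (-0.18) turned to 0.43 in all cells and 0.025 over all melanoma-like cells, and ranged from -0.40 to 0.12 with 1 replicate left out, passing camera without Empty vector h8 (-0.40) or Bmal1 WT h3 (-0.36).

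The immune share of the libraries was 87.2% in Empty vector and 57.1% in Bmal1 WT with no filter on cells, 92.2% and 68.3% with the stricter one, 90.6% and 65.0% clustered without marker genes, and 90.6% and 64.9% without the condition on the top 10 genes. It was 90.6% and 64.9% at Leiden resolution 0.5 and 90.6% and 64.8% at resolution 2. By a Ptprc UMI it was 86.2% in Empty vector and 59.1% in Bmal1 WT. The Bmal1 WT share lay below the Empty vector share in each of these settings, and the difference over replicates stayed between -15.4 and -7.07 percentage points. The melanoma-like share was 5.78% and 26.4% clustered without marker genes and 5.76% and 26.4% at resolution 0.5, where cells nearly without mitochondrial UMIs joined the class, as the clusters show. It was 0.83% and 3.60% at resolution 2, where the class split and the larger part took the name endothelial from 3 markers. The difference over replicates ranged from 1.60 to 10.7 percentage points. The difference in mast-cell- or basophil-like cells (-0.179) turned to 0.378 with the stricter cell filter and ranged from -0.412 to -0.0262 with 1 replicate left out. The dendritic-cell-like difference kept its sign in 16 of 16 alternatives (5.22 to 9.43 percentage points), the T-cell-like one ranged from -9.36 to -0.295, with 1 replicate left out the macrophage- or monocyte-like one (6.35) ranged from 3.87 to 8.05 and the NK-cell-like one (-4.45) from -7.06 to -2.91, and the Sox10 and Sox9 shares kept theirs in 7 of 7, although thinning took the Sox9 interval over 0.

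Depth in melanoma-like cells was uneven, from 63398 UMIs in Empty vector h7 to 5397376 in Bmal1 WT h5.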

Other observations

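The tests of called genes over other splits, in all populations, of Thra, of the stricter filter on the Xcr1 cluster and both tests on the immune share were chosen, or had their deciding rule changed, only after the result was seen. The split tests on lists and the other tests on Nr1d1 were set out beforehand.

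All 10 splits of the 6 replicates into 3 and 3 gave at least as many called genes as the real one in melanoma-like cells, where edgeR called 0, and 10 of 10 did so in all cells. A further split of melanoma-like cells, not the real one, called 19 genes. Since the real count was 0, this comparison could not have come out otherwise. In T-cell-like cells, 1 of 10 splits gave as many called genes (48, the real split alone), and in NK-cell-like cells 2 of 10 did (8). In macrophage- or monocyte-like cells 10 of 10 did (0), and a split other than the real one called 81 genes. In dendritic-cell-like cells 1 of 10 did (57, the real split alone). The differing mix of clusters 13, 15 and 17 can enter that count. As many lists passed camera in 6 of 10 splits in melanoma-like cells and in 3 of 10 in all cells. With 10 splits the share cannot fall under 0.10, so chance could not be excluded for any count or list.

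Nr1d1 was higher in Bmal1 WT melanoma-like cells with a log2 fold change of 2.12, without passing the adjustment over all genes by edgeR. A shift that raises it in every cell would do so in immune cells of the same library too, but the log2 ratio there was -0.83 (-1.77 to 0.12, from 36 and 12 UMIs), and in fibroblast-like cells it was -0.45 (-0.83 to -0.07). Too few cells in Empty vector h7 would let the ratio fall when that replicate is left out, but it was 2.16. A selection of cells by hashtag would leave no rise in melanoma-like cells without one, but the ratio there was 1.82 (1.05 to 2.60, from 14 and 273 UMIs). Reads of the overlapping gene Thra counted for Nr1d1 would need Thra to rise as well, but its log2 fold change was -0.23 ± 0.28. These values argue against each of the 4 as the whole cause. The ratios per cell class cover counting error only, and the difference between classes was not tested across replicates. Most genes of the clock list were lower in 3 of 4 immune classes of Bmal1 WT. Medians were -0.27 in T-cell-like cells (1 gene higher, 8 lower), -0.36 in NK-cell-like cells (0 and 9) and -0.28 in macrophage- or monocyte-like cells (1 and 6). Nr1d2 was at -0.98 (-1.25 to -0.70) in immune cells. In melanoma-like cells Nr1d2 was at 0.90 (0.64 to 1.15), and at 0.65 (0.24 to 1.06) in those with no hashtag. Dbp was at 0.62 (0.26 to 0.99) and 1.04 (0.30 to 1.77) there. Of the clock list over all melanoma-like cells, 8 genes were higher and 7 lower. The hour of collection could therefore differ between the libraries and act differently in each class, and it stays open, as do a difference between the channels that acts on melanoma-like cells alone and the Bmal1 construct itself.

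Cluster 17, with Xcr1 and Clec9a, was a larger share of immune cells in Bmal1 WT (7.98% against 2.04%), a pattern noticed in the data. Shallow barcodes let in by the cell filter would leave no difference under the stricter filter, but the shares there were 5.49% and 1.37%, a ratio of 4.004. The channel stays open as a cause, as does a response to the construct, which was not tested. A larger number of Xcr1-bearing dendritic cells in this group is a hypothesis that a second pool per group could test.

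The lower immune share in Bmal1 WT was weighed against losses. Barcodes lost to the cell filter could raise the Bmal1 WT share to at most 66.1% (64.3 to 67.8), with every failed barcode counted as immune, against 80.3% (79.1 to 81.5) in Empty vector with none so counted. That argues against the filter as the whole cause, while cells missing from the deposited barcodes stay open. A loss in 1 replicate would let the difference of means vanish without it, but the value nearest 0 was -7.07 percentage points. Melanoma-like and fibroblast-like cells lacked hashtags more often than immune cells, so shares among cells with 1 hashtag may understate both classes, and the handling of each pool before capture stays open.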
